A study of Homo sapiens with 24 samples. Its data were reported in "Diabetes-associated breast cancer is molecularly distinct and shows a DNA damage repair deficiency" (2023).

How the data were processed

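RNA from 24 cultures of 3 estrogen receptor-positive (ER+) human breast cancer cell lines was sequenced on an Illumina HiSeq. Groups were taken from the sample titles and treatment labels, which give a cell line, a medium with 5 mM glucose (low) or 25 mM glucose (high) for 48 hours, and a replicate number from 1 to 4 in each of the 6 groups. The deposited values are a signal per gene and sample, listed for 18889 Ensembl gene IDs with their symbols, and the labels and the table state neither their unit nor their scaling. The study's methods describe the processing of reads for the patient tumors and do not restate it for these cell lines. There the authors trimmed reads with Trimmomatic and aligned them with TopHat to hg19 with Ensembl v70 genes. They tested genes with DESeq2 and computed CPM (counts scaled to a fixed library total) with edgeR's TMM factors.

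The deposited values were not CPM. They summed to between 5559394 and 7594840 per sample, and every value was a whole multiple of its sample's smallest nonzero value, so that each was a whole number of reads divided by 1 factor per sample. Whole reads were recovered for 100.00% of values in each sample. The worth of 1 read ran from 0.3176 to 0.7635 and the recovered reads summed to between 9140024 and 17998819 per sample. The authors' factor was not identified. Its ratio to a median-of-ratios factor computed from the recovered reads ran from 1.639 to 2.083 across samples. The plan of the tests had assumed CPM, and its test on log2 values was kept for these values. The table listed 260 genes at 0 in every sample, 87 symbols under more than 1 gene ID, and 9 genes whose symbol was split over several cells, which were read from the end of the line. No value column was left without a sample.

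Each line was tested on its own 8 samples with limma 3.58.1 in R 4.3.3 on log2(value + 1), with an intensity trend in the variance prior and no covariate. Genes with a value of at least 0.5 in at least 4 of the fitted samples were tested, and calls were made at a Benjamini-Hochberg adjusted p under 0.05. Log2 changes are on the log2(value + 1) scale, which understates changes of weakly expressed genes. A second limma model on all 24 samples with 6 group means gave the change averaged over the 3 lines and the F test of whether the change differed between lines. Genes changed in all 3 lines were those called with the same sign in each single-line fit. All gene-level adjusted p-values in the report are from limma unless another tool is named.

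Gene sets were 16 lists fixed before the values were seen, among them proliferation genes, DNA repair pathways, epithelial-to-mesenchymal transition (EMT), myogenesis and TNF-α/NF-κB signaling. The 11 proliferation genes were taken from the tumor proliferation score in the paper's methods. All other lists were written by hand and are not the Hallmark or KEGG lists the authors scored. Between 78.8% (myogenesis, 108 of 137 symbols) and 100.0% of the symbols in a list were found in the table. Sets were tested with limma's camera, two-sided, with an inter-gene correlation of 0.01, and adjusted over 48 set and line pairs. A set's score in a sample was its mean log2(value + 1), and scores were compared by an exact two-sided permutation test over the 70 assignments of 8 samples, whose smallest p is 0.0286. The same value is the smallest share that the 35 splits of 8 samples into 4 and 4 can give. The share of variance between conditions was a PERMANOVA over those splits.

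Genes named in the text were chosen by a rule fixed before the values were seen. It took TXNIP and ARRDC4 as glucose-responsive checks of the labels, BRCA1, BRCA2, MKI67, ZEB1, VIM and TWIST1, and in each line the 3 largest rises and 3 largest falls among called genes with no overlap between conditions. It added the 3 genes with the largest smallest rise and the 3 with the largest smallest fall among genes changed alike in all lines, and the 3 genes with the smallest interaction p called in opposite directions in at least 2 lines. FEM1A and AC005523.2 were chosen after their values were seen. Coordinates are GRCh37, 1-based, from GENCODE release 44 lifted to that build. It is the build the authors name, in a later annotation release. It matched 18183 gene IDs (96.3%), and 142 more were matched by a unique symbol.

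The pairing of samples comes from the replicate numbers in the titles, which do not say whether cultures with the same number were handled together. The replicate number was therefore fitted as a block in an alternative. Across genes with a mean value of at least 10, deviations from the group mean of same-numbered cultures had a mean Pearson correlation of 0.04 in MDA-MB-175, 0.04 in ZR-75-30 and 0.02 in HCC1500, against -0.01 for cultures with different numbers in each line.

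The alternatives changed the pseudocount (0.1, 0.5 and 5), the filter on low values, the scaling, the variance prior, the thresholds and the inter-gene correlation, or used sample weights, a fit on all 24 samples, an ordinary 2-group test per gene, or a smooth trend with exon length and GC content removed. Each replicate was also left out in turn. Rescaling to CPM made the values smaller than deposited while the added 1 and the filter of 0.5 stayed the same. It therefore changed the weight of both as well as the scaling, which matters most for weakly expressed genes. edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads as alternatives. edgeR called 4402 genes in MDA-MB-175, 7397 in ZR-75-30 and 3576 in HCC1500. DESeq2 called 3833, 6551 and 4421. Rescaling each sample to a common total moved the median log2 change of all genes in HCC1500 from -0.06 to -0.12 (to CPM) or -0.13 (to the mean deposited total). It was -0.01 after median-of-ratios rescaling, 0.01 with edgeR, 0.03 with DESeq2 and -0.00 with the length and GC trend removed.

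The scripts were tested on simulated reads with known changes in at most 200 genes, far fewer than were called in any line. The rates below therefore may not hold for the real data. The single-line limma test recovered 175 of 195 changed genes (89.7%) with 5 false calls among 180 over 17120 genes. The count of genes changed alike in all lines recovered 68.0% over 14767 genes, and the average over lines recovered 76.5% over 18177 genes. The test of a differing response recovered 93.0% with 16 false calls among 109 over 18177 genes, which is above the nominal rate. No sample was left out of the main fits. The ER-negative lines, xenografts, patient tumors and metabolites of the study were not analysed here. Figures were drawn with matplotlib 3.10.9.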

Results

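To examine how hyperglycemia alters gene expression in ER+ breast cancer cells, the study cultured 3 human breast carcinoma lines (HCC1500, MDA-MB-175 and ZR-75-30) for 48 hours in medium with 5 mM glucose (low, the control condition) or 25 mM glucose (high, modelling hyperglycemia). Each of the 6 groups had 4 cultures, giving 24 RNA-Seq profiles. The paper's methods describe these media as serum-free. Mannitol was added to the 5 mM control to match osmolarity in some experiments, and the RNA-Seq methods do not mention it. The paper found no difference with mannitol in the phenotypes it examined. An effect of osmolarity on expression cannot be told apart from one of glucose here. The recovered reads per sample ranged from 9140024 to 15704613 in MDA-MB-175 at low glucose and from 11051359 to 15772835 at high glucose. In ZR-75-30 they ranged from 9463981 to 13113305 at low and from 10611110 to 17871065 at high glucose. In HCC1500 the low glucose samples had 13190982 to 17998819 reads and the high glucose samples 9423472 to 12140912, so the 2 conditions did not overlap in depth in this line. A count of 3 reads, taken as the detection floor, corresponded to normalized read counts between 0.95 and 2.29 depending on the sample. Values below are normalized read counts as deposited, given as mean ± SD of 4 cultures.

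The first question was whether the glucose conditions separated each line's transcriptome. Cell line was the main source of variation, with the first 2 principal components of all 24 samples carrying 54.4% and 33.0% of the variance. Within MDA-MB-175, glucose accounted for 32.5% of the variance across 17029 genes, and none of the other splits of the 8 samples into 4 and 4 gave as large a share (exact permutation p = 0.0286, the smallest that the 35 splits allow). Glucose accounted for 45% in ZR-75-30 and 36.4% in HCC1500, each with the same exact p of 0.0286. Among the alternatives that kept all samples, rescaling each sample to CPM moved the shares most, to 49.8% in MDA-MB-175, 68.5% in ZR-75-30 and 44.8% in HCC1500. This setting also gave the pseudocount and the filter more weight, so it does not isolate scaling.

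**Figure D1:**
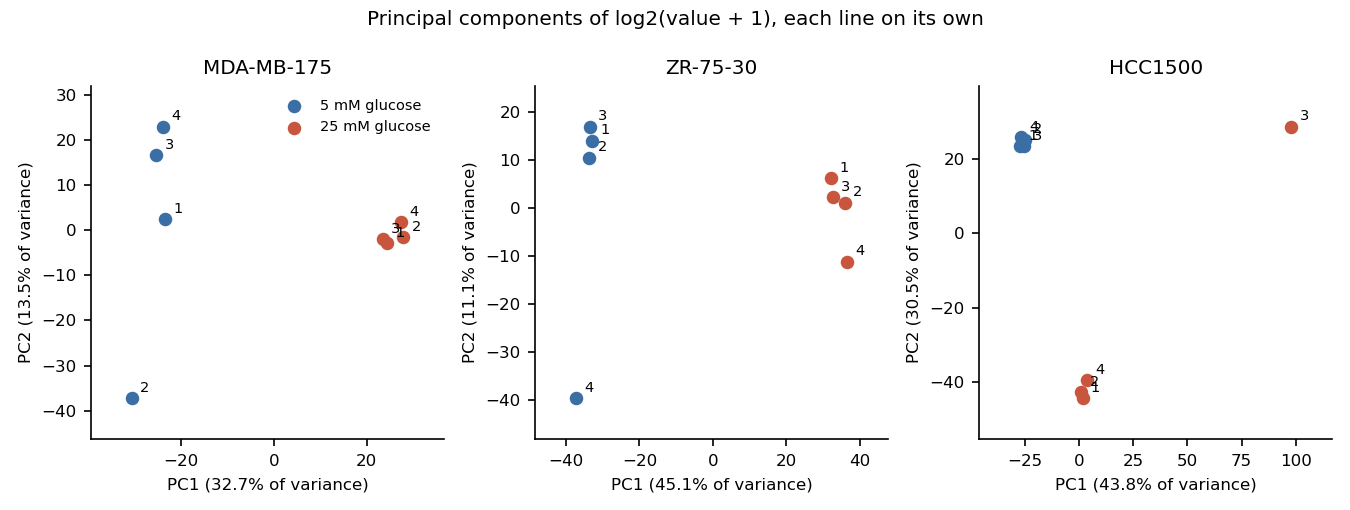
Principal component 1 (x axis) against component 2 (y axis) of log2(value + 1) for each line on its own, with 1 point per culture, labelled by replicate number and colored by glucose. Component 1 parts the conditions in all 3 lines, and in HCC1500 high glucose replicate 3 sits at 97.89 on component 1 while the other high glucose cultures sit between 1.05 and 3.56.

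One sample differed from its group. In HCC1500, high glucose replicate 3 had a mean Pearson correlation, across genes with a mean value of at least 10, of 0.918 with the other high glucose cultures, against at least 0.990 for every other sample with its own group, where replicate 3 was left out of the group (genes are not independent replicates). Of its genes, 24.32% lay more than 1 log2 unit from the mean of the other 3 cultures, against at most 0.61% in any other sample. The difference followed gene length, with a Spearman correlation across 12598 genes of -0.55 with exon length. Its deposited values summed to 7319781, whereas those of the other 7 HCC1500 samples summed to between 5559394 and 5716906. Without this sample, glucose accounted for 55.8% of the variance in HCC1500 (exact permutation p = 0.0286). The sample was kept in the main fits, and values without it are given beside a part of the HCC1500 results.

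**Figure D2:**
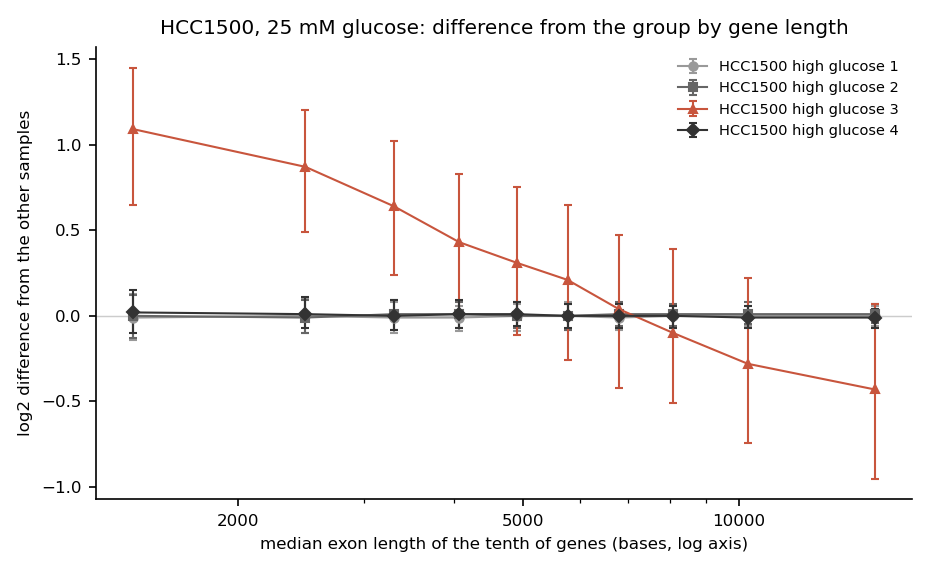
Median log2 difference of each HCC1500 high glucose culture from the other cultures of its group (y axis, bars are quartiles) in 10 equal bins of genes ordered by exon length in bases (x axis, log scale). Replicate 3 falls from 1.09 in the shortest bin (median length 1428) to -0.43 in the longest (median length 15484), while the other 3 cultures stay between -0.01 and 0.02.

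TXNIP and ARRDC4, whose transcription responds to glucose, served as a check of the labels. TXNIP (ENSG00000117289, chromosome 1, 145438490 to 145442635, plus strand) rose from 1939 ± 51.6 (SD, n = 4) to 2540 ± 52.3 (SD, n = 4) in MDA-MB-175, a log2 change of 0.39 ± 0.04 (SE; limma adjusted p = 1.1e-06). It rose from 615 ± 21.9 to 1045 ± 27.3 in ZR-75-30, by 0.76 ± 0.04 (SE; adjusted p = 3.6e-11). In HCC1500 it rose from 2556 ± 67.8 to 5189 ± 214, by 1.02 ± 0.07 (SE; adjusted p = 7.5e-05). All 4 high glucose cultures lay above all 4 low glucose cultures in each line. Among the alternatives the TXNIP change moved most in HCC1500, where it was 1.08 with DESeq2 and 0.94 after rescaling to CPM. ARRDC4 (ENSG00000140450, chromosome 15, 98503933 to 98517063, plus strand) rose by 0.41 in MDA-MB-175 (adjusted p = 0.00144) and by 0.41 in ZR-75-30 (adjusted p = 0.00467). Its rise of 0.39 in HCC1500, from 58.4 ± 7.01 to 76.9 ± 8.25, did not pass correction (adjusted p = 0.0704) and passed without replicate 3 (0.37, adjusted p = 0.01).

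The next comparison asked which genes changed with glucose in each line. In MDA-MB-175, 4368 of 17029 tested genes (25.7%) changed, 2030 upward and 2338 downward. ZR-75-30 had 7290 changed genes of 15834 (46.0%), 3700 of them higher and 3590 lower. HCC1500 had 3350 of 16361 (20.5%), 1221 higher and 2129 lower. Changes were mostly small, since a threshold of 1 log2 unit, the alternative that moved the MDA-MB-175 count most downward, left 381 genes (290 higher and 91 lower), with 1040 (704 and 336) in ZR-75-30 and 910 (359 and 551) in HCC1500. The median standard error per gene was 0.10 in MDA-MB-175 and ZR-75-30 and 0.20 in HCC1500. Leaving out replicate 3 of HCC1500 raised the count in that line to 9504 of 16235 (58.5%), 3390 higher and 6114 lower, and these included 3327 of the 3350 genes. Conditions did not overlap for 26.6% of genes in MDA-MB-175, 42.0% in ZR-75-30 and 32.4% in HCC1500, where chance gives 2.86%. With the replicate number as a block, the counts were 4525, 7542 and 1964, and same-numbered cultures deviated together with a correlation of only 0.04, 0.04 and 0.02. The division into higher and lower genes depended on scaling. In MDA-MB-175 the share of higher genes was 46.5% as deposited, 53.1% after median-of-ratios rescaling and 39.7% after rescaling to CPM, and in ZR-75-30 it was 50.8% as deposited and 43.5% after rescaling to CPM. It moved most in HCC1500, where it was 36.4% as deposited, 48.9% after median-of-ratios rescaling, 47.8% with edgeR, 52.5% with DESeq2, 52.2% with the length and GC trend removed, 29.8% after rescaling to CPM and 30.4% after rescaling to the mean total.

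**Figure D3:**
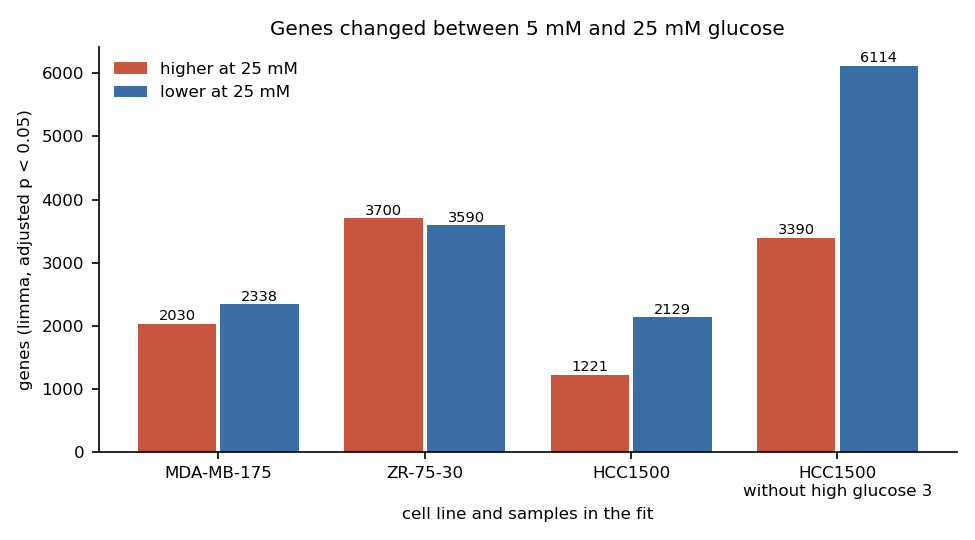
Number of genes (y axis) higher or lower at 25 mM than at 5 mM glucose at a limma adjusted p under 0.05 in each line, and in HCC1500 without high glucose replicate 3 (x axis). ZR-75-30 has the most changed genes with all samples, and the HCC1500 bars rise from 1221 and 2129 to 3390 and 6114 without that sample.

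The largest rises in MDA-MB-175 were in 3 neighboring pregnancy-specific glycoprotein genes on the minus strand of chromosome 19, which are close paralogs whose reads may be split or shared between copies, so the values of single members are uncertain. PSG9 (ENSG00000183668, 43715943 to 43773682) and PSG4 (ENSG00000243137, 43696854 to 43711451) were listed at 0 in all 4 low glucose cultures and averaged 111 ± 9 and 56.5 ± 10.9 (SD, n = 4) at high glucose. PSG5 (ENSG00000204941, 43670408 to 43690688) went from 0.905 ± 0.428, which is under the floor, to 134 ± 9.92. Their log2(value + 1) changes were 6.80, 5.83 and 6.17 (limma adjusted p between 1.1e-12 and 4.7e-11). The first 2 are lower bounds, and the PSG5 change of 6.17 rests on low glucose values under the floor. The largest falls were in weakly expressed genes. These were an unnamed pseudogene (ENSG00000239969, chromosome 7, 102016255 to 102016765), GSTA2 (ENSG00000244067, chromosome 6, 52614885 to 52628273) and DSCAML1 (ENSG00000177103, chromosome 11, 117298488 to 117688240), with changes of -2.15, -2.08 and -1.95 from low glucose means of 6.14, 8.83 and 6.47. The pseudogene shares 468 exon bases with another gene on its strand, and GSTA2 has close paralogs, so both are uncertain.

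In ZR-75-30, CHI3L1 (ENSG00000133048, chromosome 1, 203148059 to 203155832) rose to 22.9 ± 1.06 (SD, n = 4) from 0.663 ± 0.634 at low glucose, under the floor. PSG4 rose to 15.9 ± 1.84 from 1 read or none, and AGT (ENSG00000135744, chromosome 1, 230826522 to 230881322) rose from 9.7 ± 2.45 to 140 ± 23.7. The log2 changes were 3.92, 3.91 and 3.74 (limma adjusted p at most 8.5e-09). The first 2 rest on low glucose values under the floor and are approximate. AGT shares 1127 exon bases with genes on the opposite strand and is uncertain, because whether the counting used strand is not stated for these samples. MUC2 (ENSG00000198788, chromosome 11, 1074875 to 1104416) fell from 3220 ± 233 to 522 ± 29.8, a change of -2.62 ± 0.05 (SE; adjusted p = 9.4e-17). CAMP (ENSG00000164047, chromosome 3, 48264837 to 48266981) fell from 54.7 ± 6.82 to 7.24 ± 0.845 and UNC13A (ENSG00000130477, chromosome 19, 17712145 to 17799174) from 12.9 ± 6.49 to 1.17 ± 0.747, with changes of -2.75 and -2.62.

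In HCC1500, an unnamed long noncoding RNA (ENSG00000236120, chromosome X, 5571459 to 5644367) rose from 1.47 ± 1.04 to 71.6 ± 49.3 (SD, n = 4), with replicate 3 at 146. PFKP (ENSG00000067057, chromosome 10, 3108525 to 3179910) was listed at 0 in all 4 low glucose cultures and between 12.9 and 18.9 at high glucose, on 18 to 38 reads. Their log2(value + 1) changes were 4.76 and 4.06 (limma adjusted p = 1.8e-04 and 2.8e-05), the latter a lower bound. The largest falls were in another long noncoding RNA (ENSG00000225708, chromosome 20, 56644110 to 56647126), from 33.8 ± 2.48 to 2.83 ± 0.552, in DNAH5 (ENSG00000039139, chromosome 5, 13690437 to 14011927), from 211 ± 5.83 to 26.2 ± 3.4, and in C1orf64 (ENSG00000183888, chromosome 1, 16330731 to 16335302), from 89.7 ± 7.84 to 14 ± 6.31. They changed by -3.19, -2.97 and -2.70, and by -3.21, -2.88 and -2.93 without replicate 3. PFKP, DNAH5 and C1orf64 share 120, 207 and 466 exon bases with other genes and are uncertain.

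To find the part of the response common to the lines, genes called with the same sign in all 3 were counted. There were 751 among the 14636 genes tested in each line, 265 higher and 486 lower, against 98.9 from the product of the single-line shares. The count was 22 with a threshold of 1 log2 unit (20 higher and 2 lower) and 2028 at an adjusted p under 0.3. It was 1525 without HCC1500 high glucose replicate 3, of which 748 were among the 751. With the replicate block it was 575, where the correlation of same-numbered cultures was at most 0.04. The share of higher genes was 35.3% as deposited and 47.0% after median-of-ratios rescaling, 45.9% with edgeR, 49.8% with DESeq2 and 49.9% with the length and GC trend removed, but 26.4% after rescaling to CPM and 26.7% after rescaling to the mean total. In the model of all 24 samples, 6507 of 18144 genes changed on average over the lines, 3040 higher and 3467 lower. The split was 3668 and 3022 after median-of-ratios rescaling, 2712 and 4624 after rescaling to CPM and 2606 and 4333 after rescaling to the mean total. The count on average was 6239 under the block and 9012 without HCC1500 high glucose replicate 3. This count moved most, to 283, with a threshold of 1 log2 unit.

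Among the shared genes, the rises that were largest in the weakest line were in GPNMB, CYP1A1 and ADM. GPNMB (ENSG00000136235, chromosome 7, 23275586 to 23314727) rose from 14.9 ± 2.41 to 204 ± 13.6 (SD, n = 4) in MDA-MB-175 and from 37.4 ± 2.59 to 262 ± 8.49 in ZR-75-30. In HCC1500 it rose to 21.9 ± 6.02 from 1.04 ± 0.387, near the floor. The log2 changes were 3.70, 2.77 and 3.47 (limma adjusted p at most 1.0e-04). CYP1A1 (ENSG00000140465, chromosome 15, 75011883 to 75017877) rose from 167 ± 8.33 to 598 ± 16.3 in MDA-MB-175 and from 45.9 ± 7.92 to 187 ± 27.9 in HCC1500, and reached 19 ± 3.72 in ZR-75-30 from 1.61 ± 0.913, near the floor (adjusted p at most 1.2e-04). The last was a log2 change of 2.99, from low glucose values of 0.763 to 2.84. It ran from 2.82 to 3.20 with one replicate left out. ADM (ENSG00000148926, chromosome 11, 10326620 to 10328944) changed by 3.02, 3.06 and 1.76 (adjusted p at most 0.00171). The corresponding falls were in ADAMTS15 (ENSG00000166106, chromosome 11, 130318540 to 130346540), FGFR4 (ENSG00000160867, chromosome 5, 176513906 to 176525145) and CCDC48 (ENSG00000114654, chromosome 3, 128720147 to 128759585). FGFR4 fell from 173 ± 18.4 to 83.8 ± 11.1, from 707 ± 37.3 to 262 ± 21.3 and from 962 ± 40.8 to 309 ± 115 in the same order of lines, changes of -1.04, -1.43 and -1.70. ADAMTS15 changed by -1.27, -1.85 and -1.09 and CCDC48 by -0.94, -1.18 and -1.19 in that order. For CCDC48 in HCC1500 the adjusted p of 0.0133 became 0.0605 under the replicate block.

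**Figure D4:**
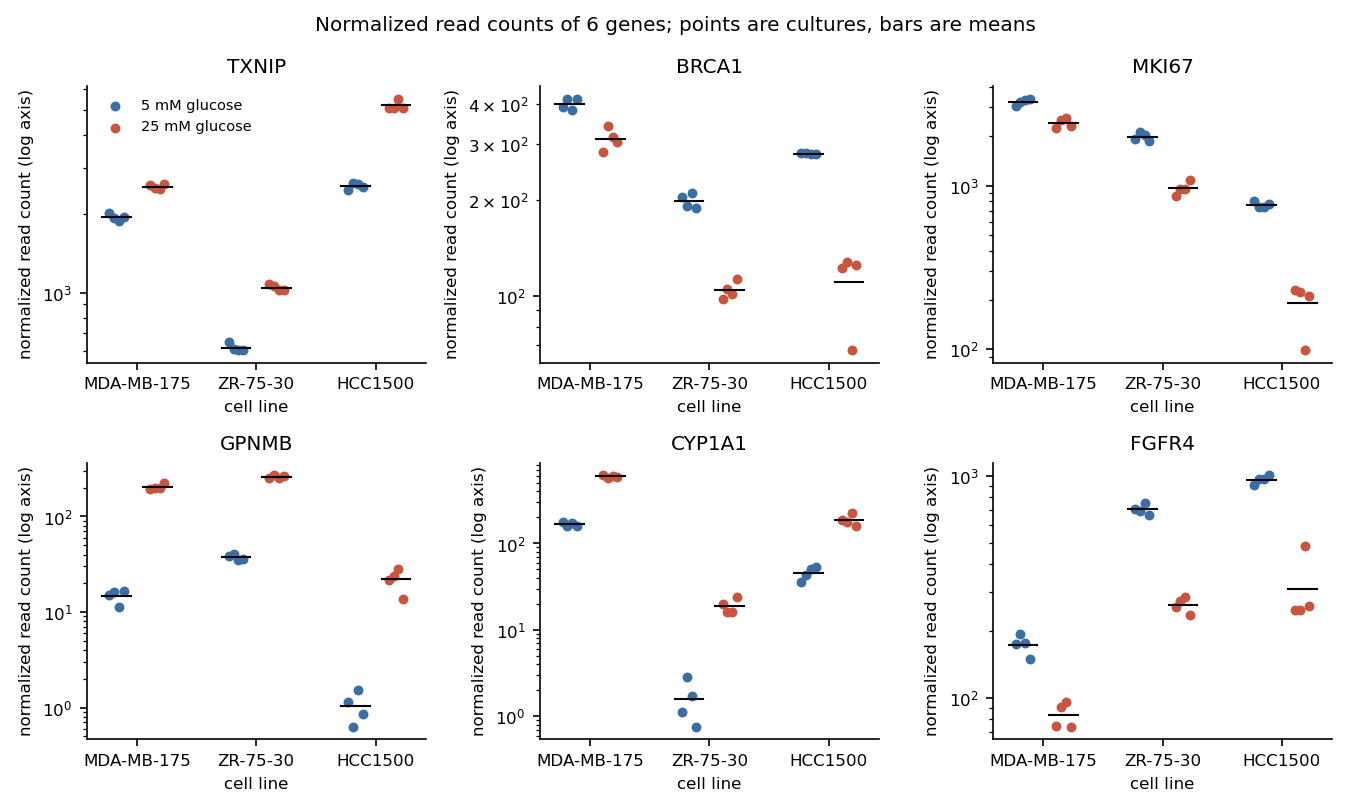
Normalized read count (y axis, log scale) of TXNIP, BRCA1, MKI67, GPNMB, CYP1A1 and FGFR4 in each culture by line (x axis), colored by glucose, with bars at the means of 4. TXNIP, GPNMB and CYP1A1 are higher and BRCA1, MKI67 and FGFR4 lower in all 4 high glucose cultures of every line, and HCC1500 high glucose replicate 3 is the lowest point for BRCA1 (67.6) and MKI67 (98.8).

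Whether the lines responded alike was tested directly. Across genes with a mean value of at least 10, the log2 changes of MDA-MB-175 and ZR-75-30 had a Pearson correlation of 0.49, those of MDA-MB-175 and HCC1500 0.35 and those of ZR-75-30 and HCC1500 0.30 (genes are not independent replicates). Of the genes called in both lines of a pair, 89.0% of 2762, 85.6% of 1319 and 74.0% of 1790 changed in the same direction. The interaction test found 5316 of 18144 genes whose response differed between lines, 813 of them called in opposite directions in 2 lines. The count was 4653 with the replicate block and 8809 without HCC1500 high glucose replicate 3, and moved most, to 9728, at an adjusted p under 0.3. In simulated data this test gave more false calls than its nominal rate. MGLL (ENSG00000074416, chromosome 3, 127407905 to 127771033) changed by 0.78 in MDA-MB-175, 0.12 in ZR-75-30 and -1.20 in HCC1500 (interaction adjusted p = 2.2e-13). AMD1 (ENSG00000123505, chromosome 6, 111195973 to 111220082) changed by -0.18, 0.17 and 1.35 in the same order (3.1e-13), and FAM107B (ENSG00000065809, chromosome 10, 14560556 to 14816896) by 0.88, -0.53 and 0.76 (2.4e-12).

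Gene lists for proliferation and DNA repair, processes the study examined, were lower at high glucose. The mean log2 change of 11 proliferation genes was -0.52 in MDA-MB-175, -0.93 in ZR-75-30 and -1.37 in HCC1500 (camera adjusted p = 6.7e-12, 5.8e-10 and 3.3e-08, with 48 tests of 16 sets in 3 lines in the family). All 11 genes fell in each line, and all 4 high glucose cultures scored below all 4 low glucose cultures (exact permutation p = 0.0286 in each line). The HCC1500 value moved most, to -1.5, with sample weights or without replicate 3. The mean log2 change of 105 DNA repair genes was -0.15, -0.33 and -0.32 in the 3 lines (camera adjusted p = 1.5e-06, 6.3e-09 and 1.4e-04), with 83, 79 and 75 genes lower and all 4 high glucose cultures below all low glucose cultures. In HCC1500 it was -0.40 without replicate 3. Repair genes outside the DNA replication list changed by -0.12, -0.26 and -0.31. The 35 DNA replication genes changed by -0.26, -0.71 and -0.46. Homologous recombination changed by -0.21, -0.58 and -0.50, mismatch repair by -0.22, -0.56 and -0.44, and base excision repair by -0.18, -0.27 and -0.31, all past the threshold of the camera test. For base excision repair in HCC1500 the exact permutation p was 0.143, with replicate 3 above all low glucose cultures. Nucleotide excision repair did not pass in HCC1500 with all samples (-0.18, adjusted p = 0.0721) and passed without replicate 3 (-0.31, 0.00517). Non-homologous end joining did not pass in MDA-MB-175 (-0.04, 0.376) or HCC1500 (-0.19, 0.362). In HCC1500 all 4 high glucose cultures nevertheless scored below all low glucose cultures for this set (exact permutation p = 0.0286). It passed in ZR-75-30 (-0.18, 0.0405), though not in 6 of 17 alternatives. Under the replicate block the camera adjusted p-values were 1.2e-11, 1.5e-09 and 2.7e-08 for proliferation and 1.2e-06, 2.1e-08 and 1.9e-04 for DNA repair, where the correlation of same-numbered cultures was 0.04, 0.04 and 0.02. The size of the change differed between lines for proliferation (interaction adjusted p = 6.2e-06) and DNA repair (0.031).

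Induction of EMT, myogenesis and TNF-α signaling was addressed in the same way. The EMT genes rose by 0.27 in MDA-MB-175 (44 of 69 genes higher) and 0.43 in ZR-75-30 (38 of 56), with camera adjusted p-values of 2.4e-04 and 0.00989 (3.9e-04 and 0.00836 with the replicate block). Myogenesis genes rose by 0.15 in MDA-MB-175 (58 of 95 genes higher, adjusted p = 0.0405 and 0.0479 with the block) and 0.34 in ZR-75-30 (55 of 81, 0.00989 and 0.00836). In these lines all 4 high glucose cultures scored above all low glucose cultures for both sets. In HCC1500 neither set differed by more than the spread between cultures. The EMT value was 0.07 (adjusted p = 0.224, and 0.245 with the block) and the myogenesis value 0.03 (0.416 and 0.486), and without replicate 3 they were 0.01 and -0.05. The interaction test gave adjusted p-values of 0.00371 for EMT and 0.0245 for myogenesis. TNF-α/NF-κB signaling genes rose by 0.38, 0.28 and 0.44 (camera adjusted p = 1.7e-09, 0.007 and 8.9e-10, and 2.3e-09, 0.00633 and 1.9e-09 with the block), and by 0.34 in HCC1500 without replicate 3. A difference between lines did not pass with all samples (interaction adjusted p = 0.256) and passed without that sample (0.0339). Same-numbered cultures correlated at 0.04, 0.04 and 0.02. When camera estimated the inter-gene correlation of each set from the data, 10 of the 13 tests past the threshold among these 5 sets no longer passed, with adjusted p-values from 0.0589 to 0.522. Those that passed were proliferation in MDA-MB-175 and ZR-75-30 and DNA repair in ZR-75-30.

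**Figure D5:**
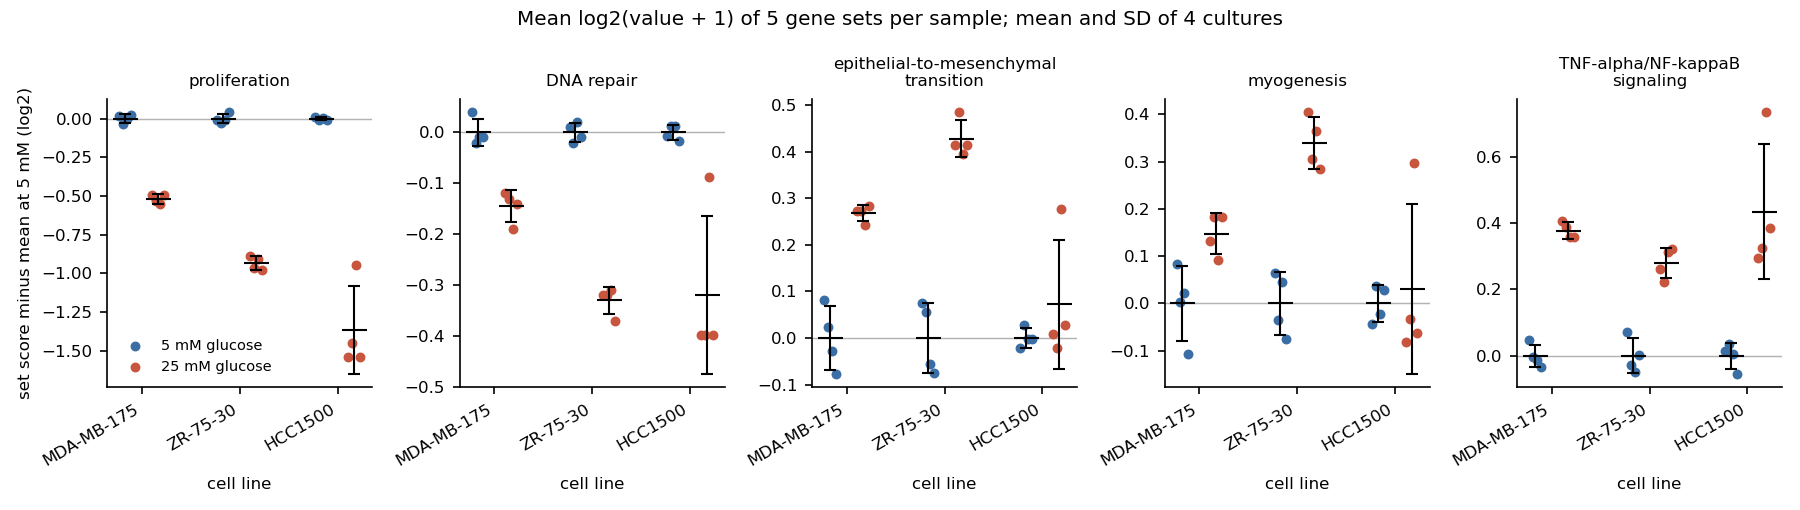
Mean log2(value + 1) of 5 gene sets in each culture minus the line's mean at 5 mM glucose (y axis, log2) by line (x axis), with bars for the mean and SD of 4 cultures. Proliferation and DNA repair are lower and TNF-α/NF-κB signaling higher at 25 mM in all 3 lines, and EMT and myogenesis are higher in MDA-MB-175 (0.27 and 0.15) and ZR-75-30 (0.43 and 0.34) but overlap in HCC1500.

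Further lists were tested. The interferon response genes changed by 0.02 in MDA-MB-175 (camera adjusted p = 0.438), 0.57 in ZR-75-30 (6.7e-06, 51 of 59 genes higher) and -0.45 in HCC1500 (3.1e-05, 52 of 62 genes lower), with an interaction adjusted p of 1.1e-08. All 79 cytosolic ribosomal protein genes were higher in ZR-75-30, with a mean of 0.40 and 77 of them called. In HCC1500 their mean of 0.51 was 0.14 without replicate 3, and the interaction adjusted p was 0.256, and 1.9e-07 without that sample. The integrated stress and unfolded protein response genes rose by 0.36 in MDA-MB-175 (adjusted p = 1.4e-06) and 0.41 in HCC1500 (7.6e-06, and 0.28 without replicate 3). In ZR-75-30 their rise of 0.15 did not pass in the camera test (0.523), with 19 of 37 genes higher. All 4 high glucose cultures of that line still scored above all low glucose cultures (exact permutation p = 0.0286). The interaction adjusted p of the set was 0.0629, and 2.0e-06 without HCC1500 high glucose replicate 3. Glycolysis and glucose uptake genes passed in no line with all samples in the camera test as deposited, with changes of 0.09, 0.04 and 0.22 and unadjusted p-values of 0.0919, 0.885 and 0.236, and the interaction adjusted p was 0.337 (0.399 without that sample). The set passed in MDA-MB-175 with edgeR, where the adjusted p ran from 0.0147 to 0.639 over 17 alternatives, and without low glucose replicate 1 (0.0301). In HCC1500 all 4 high glucose cultures scored above all low glucose cultures (exact permutation p = 0.0286), but the change was -0.12 without replicate 3.

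Genes linked to DNA repair, proliferation and EMT were also examined singly. BRCA1 (ENSG00000012048, chromosome 17, 41196312 to 41322262, minus strand) fell from 401 ± 16.2 to 311 ± 23.8 (SD, n = 4) in MDA-MB-175, from 199 ± 10.3 to 104 ± 6.77 in ZR-75-30 and from 279 ± 1.81 to 110 ± 28.7 in HCC1500. The changes were -0.37, -0.93 and -1.38 (limma adjusted p = 2.2e-04, 7.6e-09 and 0.00183), and -1.16 in HCC1500 without replicate 3. In MDA-MB-175 the BRCA1 adjusted p ran from 5.9e-06 to 0.0741 over 17 alternatives, and only the limma fit on all 24 samples did not pass. BRCA1 shares 120 exon bases on its strand and 66 on the other with neighboring genes. BRCA2 (ENSG00000139618, chromosome 13, 32889223 to 32974405) changed by -0.92 in ZR-75-30 (adjusted p = 2.1e-07) and -1.37 in HCC1500 (0.0367), while its change of -0.17 in MDA-MB-175 was within the spread between cultures (0.219). In HCC1500 the BRCA2 call was not stable. Its adjusted p ran from 1.3e-05 to 0.0889 over 17 alternatives and was above 0.05 in 4 of them. It was also above 0.05 in 5 of the 8 fits that each left out one replicate, all of which kept replicate 3. Without replicate 3 the BRCA2 change was -0.94 (adjusted p = 7.6e-06). MKI67 (ENSG00000148773, chromosome 10, 129894923 to 129924687) changed by -0.43, -1.05 and -2.06 (adjusted p = 1.0e-05, 4.1e-11 and 8.5e-04), and by -1.78 in HCC1500 without replicate 3. The same fit on 24 samples was the only alternative in which MKI67 did not pass in MDA-MB-175 (0.107, with 2.7e-11 the lowest). The mesenchymal markers were weakly expressed. ZEB1 (ENSG00000148516, chromosome 10, 31607424 to 31818742) had at most 5 reads per sample in MDA-MB-175 (0.43, adjusted p = 0.419) and 4 in ZR-75-30 (0.93, adjusted p = 0.0798, and between 0.0142 and 0.235 over 14 alternatives), and rose in HCC1500 from 4.22 ± 0.377 to 12.7 ± 4.31 (1.33, adjusted p = 0.0101). VIM (ENSG00000026025, chromosome 10, 17270240 to 17279592) changed by -0.25 in MDA-MB-175 (adjusted p = 0.49) and had at most 2 reads in ZR-75-30 and 6 in HCC1500. TWIST1 (ENSG00000122691, chromosome 7, 19060614 to 19157259) changed by -0.49 in MDA-MB-175 (0.0186) and -0.85 in HCC1500 (0.0402), and had at most 4 reads in ZR-75-30. Neither TWIST1 call was stable. In HCC1500 the adjusted p ran from 3.8e-06 to 0.0739 (the replicate block) over 17 alternatives and was above 0.05 in 3 of them. It was also above 0.05 in 7 of the 8 fits that each left out one replicate, between 0.0817 and 0.107. The remaining fit, without replicate 3, gave a change of -1.10 (adjusted p = 7.9e-06). In MDA-MB-175 the TWIST1 adjusted p ran from 0.00715 to 0.436 over 17 alternatives, above 0.05 in 2 of them. It was above 0.05 in 1 of the 8 fits with a replicate left out (0.0548). VIM, ZEB1 and TWIST1 overlap exons on the opposite strand by 1275, 396 and 141 bases, so their values are uncertain.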

Values the study reported

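In its body, the paper describes RNA-Seq of 6 human breast cancer cell lines grown in 5 mM or 25 mM glucose, of which 3 ER+ lines are analysed here. It profiled 73 tumors, 36 from patients with diabetes and 37 from patients without, and reported 2012 differentially expressed genes at an FDR under 0.05, or 673 after adjustment for covariates. For xenografts of other, ER-negative lines and the same lines in culture it reported 311 genes altered alike, 95 higher and 216 lower, at an FDR under 0.3. These are different samples or a different measure from the counts given above.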

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

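The splits of the samples and the test of DNA repair genes outside the replication list were set before the data were examined, as were the groups, the fits, the gene sets and the rule for naming genes. The other tests in this part were chosen only after the result was seen.

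A sample standing apart from the other 3 of its group was looked for in 253 groups of 4 by Dixon's test. It was found 39 times, where about 13 are given by chance, and 22 of the 39 were HCC1500 high glucose replicate 3. In that sample the deposited total was 7319781 and the mean correlation with its group 0.965. This correlation was taken over all genes of the file, unlike the 0.918 of the report over genes with a mean value of at least 10, and the other 3 cultures of the group had 0.981 to 0.983 with replicate 3 included. It was the highest of its group for TXNIP (5510), TWIST1 (30.4), ENSG00000236120 (146), ADM (255) and FGFR4 (482) and the lowest for BRCA1 (67.6) and MKI67 (98.8). Its set scores were the highest for proliferation (7.11), mismatch repair (7.85), base excision repair (7.85), nucleotide excision repair (8.35), DNA replication (8.07), DNA repair (7.67) and repair without replication genes (7.51). The same held for EMT (6.48), myogenesis (6.55), interferon response (5.74), glycolysis (9.79), stress response (9.70) and cytosolic ribosomal proteins (12.11).

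Gene length bias is a candidate explanation for this sample. The rank correlation of its difference with exon length was -0.55, against at most 0.31 in absolute size in the other 23 samples. The length relation remained with GC content held fixed (-0.49), so GC content alone did not account for it. GC content itself gave 0.48, and 0.40 with length held fixed. Another sample, which did not stand apart, reached 0.64 in absolute size, so whether a GC bias adds to the pattern cannot be told. Length and GC content together explained 41.3% of the rank variance. Low depth was not the cause, since the 3 samples with fewer reads correlated with their groups at 0.990 or more. Genes overlapping on the other strand differed no more than genes without overlap (ratio 1.01). Genes of the other lines that HCC1500 does not use reached 0.054% of their MDA-MB-175 level and 0.041% of their ZR-75-30 level, which speaks against a mixture of lines. On an axis from the low glucose mean at 0 to the mean of the other high glucose cultures at 1 the sample lay at 0.59, on the high glucose side. Library preparation or RNA integrity could produce a length trend, but no label records either, and no biological explanation was tested.

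A smaller group of genes differed in that sample by more than 3 log2 units, 68 in all against 1 to 10 in other samples. Of the 52 with an annotation, 32.7% had at least 50% of their exon bases overlapped by another gene, against 5.7% of all genes and 9.4% of the 3014 genes that differed by 1 to 3 log2 units. FEM1A stood at 837 in this sample and at most 39.4 in every other sample. AC005523.2, which overlaps it on the opposite strand, stood at 1.49 and at least 143 elsewhere. The opposite-strand overlap of AC005523.2 with all genes together was 3572 bases. Both genes were chosen after their values were seen. Reads of this sample may have been assigned differently at some genes that overlap. The 32.7% counts overlap on either strand, so whether strand was the cause cannot be told from it.

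The number of changed genes in HCC1500 depended on this sample. It was 3350 with all samples and 9504 without replicate 3, so the count may mostly measure the spread that this sample adds. In HCC1500 the high glucose samples were also less deep, and thinning the samples to 9423472 reads gave 3109 genes, 3008 of them shared with the unthinned fit, so depth did not account for the count. Removing the trend with length and GC content gave 5369 genes in MDA-MB-175, 7666 in ZR-75-30 and 5232 in HCC1500, no fewer than with the trend left in. In each line 1 of the 35 splits of the 8 samples into 4 and 4 gave as many genes, the real one, and the largest other counts were 4, 2 and 1. Only 8 of those splits part every same-numbered pair, and again 1 of 8 gave as many, a share too coarse to fall under 0.05. The other splits leave at least 1 same-numbered pair on one side.

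The remaining samples standing apart were scattered. In MDA-MB-175 they were VIM at low glucose 3 (7.97), ENSG00000239969 at low glucose 2 (8.04), ARRDC4 at high glucose 3 (141), PSG4 at high glucose 2 (72.7), PSG9 at high glucose 1 (124) and repair without replication genes at high glucose 3 (7.59). In ZR-75-30 they were TXNIP (648), ZEB1 (1.11) and PSG4 (0.554) at low glucose 1, FAM107B at low glucose 3 (412), and the reads (9463981) and correlation (0.990) of low glucose 4. High glucose 4 of that line was lowest for AGT (105), DNA repair (7.45), repair without replication genes (7.40) and stress response (8.94). In HCC1500 it was ADM at low glucose 1 (51.3). These are not far from the number that chance gives, and the ZR-75-30 values of ZEB1 and PSG4 rest on at most 2 reads.

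The response to glucose differed between lines for 5316 genes, where 1 of 100 regroupings within lines gave as many, the real one, with 4643 the largest other count. Such regroupings also break up the glucose effect itself, so this share cannot tell a differing response from an equal one. For the average over lines (6507 genes) and for genes changed alike in all 3 lines (751) the real grouping was also 1 of 100, with largest other counts of 5320 and 0. The test gave too many false calls on simulated data, so single calls near the threshold are less sure. Among the label and pathway genes, limma's interaction adjusted p was 2.5e-07 for TXNIP, 8.3e-04 for BRCA1, 0.0363 for BRCA2 and 5.0e-05 for MKI67. A difference did not pass for ARRDC4 (0.996), ZEB1 (0.214), TWIST1 (0.427) or VIM (0.666). The changes ran from 0.39 in MDA-MB-175 to 1.02 in HCC1500 for TXNIP and from -0.43 to -2.06 for MKI67. All 4 high glucose cultures moved the same way for TXNIP, BRCA1 and MKI67 in every line.

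Genes chosen for a large change in 1 line also differed, which their choice favors. Limma's interaction adjusted p-values were 2.1e-10 for PSG4, 6.8e-10 for PSG5, 1.1e-09 for PSG9, 0.00895 for ENSG00000239969, 1.5e-04 for GSTA2 and 0.0135 for DSCAML1. They were 5.2e-05 for CAMP, 7.7e-07 for MUC2, 1.5e-04 for UNC13A, 3.1e-05 for AGT and 1.0e-07 for CHI3L1. For the HCC1500 genes they were 3.0e-11 for ENSG00000225708, 6.3e-08 for DNAH5, 1.5e-06 for C1orf64, 1.8e-13 for PFKP and 9.3e-09 for ENSG00000236120. Genes that changed alike in direction still differed in size, with 0.0112 for GPNMB, 0.00253 for CYP1A1, 0.0193 for ADM and 0.001 for ADAMTS15, except FGFR4 (0.0591) and CCDC48 (0.8), for which a difference did not pass. MGLL (2.2e-13), AMD1 (3.1e-13) and FAM107B (2.4e-12) were chosen by this test.

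PFKP was listed at 0 in the 4 low glucose cultures of HCC1500 and above 0 in all 4 high glucose cultures, while the other lines had 249 to 892. RNA of another line in the high glucose samples was tested as an explanation. Genes silent in the low glucose cultures reached together at most 0.101% of their MDA-MB-175 level and 0.083% of their ZR-75-30 level, against 0.034% and 0.022% at most at low glucose. PFKP is above these shares, so contamination alone is unlikely to explain it. Its 18 to 38 reads and the 120 exon bases it shares with another gene leave the change uncertain.

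Among the gene sets, the interaction adjusted p over 16 tests was 6.2e-06 for proliferation, 1.9e-06 for homologous recombination and 0.00368 for mismatch repair. It was 0.00961 for non-homologous end joining, 0.00555 for DNA replication, 0.031 for DNA repair and 0.0109 for repair without replication genes. EMT had 0.00371, myogenesis 0.0245 and the interferon response 1.1e-08. Base excision repair (0.59) and nucleotide excision repair (0.272) did not pass with all samples. Without HCC1500 high glucose replicate 3 these 2 sets gave 1.4e-06 and 3.1e-05. Proliferation fell in every line under median-of-ratios rescaling (-0.50, -0.93 and -1.31) and with the length and GC trend removed (-0.48, -0.92 and -1.34). Relative to the median gene the set changed by -0.50, -0.94 and -1.30, which argues against scaling as the cause for these genes. Trend removal raised the count of changed genes from 4368 to 5369 in MDA-MB-175 and from 3350 to 5232 in HCC1500. It left the proliferation fall, which argues against a length and GC trend in HCC1500, where it kept 2983 of the 3350 called genes. In MDA-MB-175 it kept 4305 of the 4368 called genes and in ZR-75-30 7078 of the 7290. It was a weaker test in those lines. Repair genes outside the replication list fell by themselves (-0.12, -0.26 and -0.31), in all 4 high glucose cultures of each line. A fall in cycling cells at high glucose is a candidate explanation of both, but growth was not measured in these data.

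Interferon response genes moved in opposite directions in ZR-75-30 and HCC1500, in all 4 cultures of each. The change was 0.57 and -0.40 under median-of-ratios rescaling and 0.57 and -0.38 with the length and GC trend removed. It was -0.54 in HCC1500 without replicate 3. Relative to the median gene the set changed by 0.55 and -0.39, which argues against scaling as the cause for these genes. Trend removal kept 7078 of the 7290 genes called in ZR-75-30, so it tested the value of that line only weakly. With an inter-gene correlation estimated from the data neither line passed, at camera adjusted p-values of 0.085 and 0.14, the highest over 17 alternatives whose lowest were 2.9e-07 and 3.2e-06. A line-specific interferon response to glucose is a hypothesis left by these tests, found and tested on the same data. Batches could not be examined, since no label gives them, so the pattern cannot be told apart from a handling difference between cultures. The ribosomal protein set rose in ZR-75-30 under the same 2 changes (0.40 and 0.39) and did not pass with the estimated correlation (0.106, over alternatives from 2.9e-33). In HCC1500 its rise was 0.14 without replicate 3, so most of it may come from that sample.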

How the results depend on the processing

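The alternatives were set before the data were examined, except rescaling to the mean total, sample weights, pseudocount 5, a mean value of at least 10 and removal of the length and GC trend, which were chosen after seeing the data. In all, 125 results were recomputed, each under 6 to 19 settings that kept all samples, and with each sample of its own fit left out where the gene was then still tested.

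The share of variance explained by glucose kept its exact p of 0.0286 in each line under every setting run. It ranged from 23.6% to 49.8% in MDA-MB-175, 31% to 68.5% in ZR-75-30 and 29.6% to 44.8% in HCC1500, lowest with pseudocount 0.1 and highest after rescaling to CPM. The latter also raised the weight of the pseudocount, so scaling alone need not explain the range.

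The gene counts depended on the threshold. At an adjusted p under 0.3 they were 8421 in MDA-MB-175, 7725 in HCC1500, 2028 shared by the 3 lines, 10530 on average and 9728 with a differing response. With a log2 change of at least 1 they were 381 in MDA-MB-175, 1040 in ZR-75-30, 910 in HCC1500, 22 shared and 283 on average. The replicate block gave 1964 in HCC1500, where same-numbered cultures correlated at 0.02, and 1952 of those genes were among the 3350. Sample weights gave 9436 in HCC1500, 1682 shared and 9148 with a differing response. Removing the length and GC trend gave 5232 in HCC1500 and 1225 shared. The fit on all 24 samples, which pools the spread of the lines, gave 2011 in MDA-MB-175 and 5842 in HCC1500. Across the fits that each left out one replicate, counts ran from 3529 to 5038 in MDA-MB-175, 6746 to 7135 in ZR-75-30, 2015 to 9504 in HCC1500, 550 to 1525 shared, 6139 to 9012 on average and 4765 to 8809 with a differing response. The highest HCC1500 count was the one without replicate 3, and beyond that the cause was not tested.

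When camera estimated the inter-gene correlation from the data, 10 set results of the report no longer passed. They were DNA repair in MDA-MB-175 (-0.15) and HCC1500 (-0.32), EMT in MDA-MB-175 (0.27) and ZR-75-30 (0.43), myogenesis in MDA-MB-175 (0.15) and ZR-75-30 (0.34), TNF-α signaling in MDA-MB-175 (0.38), ZR-75-30 (0.28) and HCC1500 (0.44), and proliferation in HCC1500 (-1.37). Their values did not move, since this setting changes only the test, and 17 of the 33 other set tests also no longer passed.

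Myogenesis was not stable. In MDA-MB-175 it no longer passed with pseudocount 0.1 (0.18), no filter (0.13), rescaling to CPM (0.06), edgeR (0.20), sample weights (0.13) or a mean value of at least 10 (0.06), with adjusted p-values from 0.019 to 0.522 over its 17 alternatives, and ranged from 0.11 to 0.18 with one replicate left out, where 3 of the 8 fits no longer passed (adjusted p = 0.195, 0.0502 and 0.0614 with camera). In HCC1500, where it never passed, it reversed after rescaling to CPM (-0.07) or to the mean total (-0.04), with sample weights (-0.06) and with a mean value of at least 10 (-0.03), and ranged from -0.05 to 0.07 with one replicate left out. The cause was not tested.

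Among other results, glycolysis in ZR-75-30 reversed after rescaling to CPM (-0.02) and VIM in HCC1500 with sample weights (-0.11). With one replicate left out, glycolysis in HCC1500 ranged from -0.12 to 0.23, TWIST1 in ZR-75-30 from -0.45 to 0.29 and VIM in ZR-75-30 from -0.21 to 0.20. Without leaving out replicates, named genes otherwise gave 17 weaker and 7 stronger values and the other sets 23 weaker and 9 stronger. The cause was not tested.

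Some results had no value under a setting. The count of genes with a differing response has no version with a log2 threshold, the ordinary 2-group test and the fit on all 24 samples apply to single lines only, and some weakly expressed genes fell out under stricter filters. Depth limits the weakly expressed genes, since 3 reads were worth up to 2.29 in a sample.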

Other observations

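All tests in this part were chosen only after the result was seen, on lists written by hand with the gene that prompted each one left out, and 15 set and line pairs were adjusted together.

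CYP1A1 rose in all 3 lines, and a rise of aryl hydrocarbon receptor targets was tested as a possible explanation. The other targets changed by 0.41 in MDA-MB-175 (camera adjusted p = 1.8e-04, 8 of 10 genes higher), 0.60 in ZR-75-30 (0.0801, 6 of 8) and 0.07 in HCC1500 (0.066, 7 of 10). With all samples the set passed in 1 of the 3 lines. Without replicate 3 the HCC1500 set gave 0.0367 at a mean change of -0.01, and with median-of-ratios rescaling 0.0856. These data do not tie the CYP1A1 rise to that receptor in all lines. ADM was set against hypoxia targets in the same way. They changed by 0.24 (4.3e-05, 19 of 28 genes higher), 0.00 (0.191, 17 of 28) and 0.07 (0.135, 18 of 28). The set did not pass in ZR-75-30 or HCC1500. Its members were called both ways there, 13 higher and 8 lower in ZR-75-30 and 6 and 4 in HCC1500. A mean near 0 over such members cannot exclude a partial hypoxia response, so the cause of the ADM rise stays open in these lines.

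GPNMB rose in all 3 lines and so did lysosome genes, which changed by 0.20 in MDA-MB-175 (camera adjusted p = 3.7e-05, 26 of 38 genes higher), 0.45 in ZR-75-30 (2.7e-08, 30 of 37) and 0.30 in HCC1500 (4.3e-05, 26 of 37). Without replicate 3 the HCC1500 value was 0.15 (4.7e-04), and the other alternative run, median-of-ratios rescaling, gave 2.1e-05. A lysosomal response to glucose may therefore accompany the GPNMB rise, as a hypothesis that these data raised and that was tested on them alone.

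Estrogen receptor targets changed by -0.12 in MDA-MB-175 (camera adjusted p = 0.0191, 20 of 29 genes lower), 0.09 in ZR-75-30 (0.936) and 0.08 in HCC1500 (0.619). Cholesterol synthesis genes changed by 0.01 in MDA-MB-175 (0.67), -0.34 in ZR-75-30 (4.8e-08, 21 of 24 lower) and -0.27 in HCC1500 (0.0141, 20 of 25 lower). Whether these changes differ between lines was not tested.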
